A study of Apis mellifera with 6 samples. Its data were reported in "Chromatin accessibility-based characterisation of brain gene regulatory networks in three distinct honey bee polyphenisms" (2022).

How the data were processed

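Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase cuts and tags DNA that is not wrapped in nucleosomes, in the central brains of newly eclosed adult honey bees (Apis mellifera). Queens and workers are diploid females that can arise from like genotypes and differ in rearing, and drones are haploid males. The 6 libraries form 3 groups of 2 replicates, queen, worker and drone, taken from the sample titles. Each library was made from a pool of brains, so the spread between replicates is a spread between pools.

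The authors aligned reads with BWA to the honey bee assembly Amel HAv3.1, kept fragments of up to 100 bp as the nucleosome-free class, and called peaks with MACS2 in each library on its own, with the genome size set to 2.7e+08 bp. The deposited lists hold for each peak an interval, a summit, a fold enrichment (the ratio of the pileup at the summit to the local background of the same library), the −log10 of a p-value and of a q-value, and a score that the authors' peak caller derived from the −log10 q. The lowest −log10 q was just over 2 in every list, which corresponds to a q-value threshold of 0.01. How duplicate fragments were treated is not stated. These per-peak values are the authors' and were used only to describe, rank or filter peaks within their own list. The lists hold no reads outside peaks, so the count model that the study applied to reads was not used here and the lists were compared as lists.

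The depth behind each list was recovered from the peaks themselves. MACS2 reports fold as the pileup plus 1 over the background plus 1, and a Poisson p-value of the pileup given the background, and both were solved for a whole pileup. A solution was accepted when its residual was under 5% of the step to the next whole pileup. The commonest background was taken as the genome-wide one. The spacing of the local backgrounds, which MACS2 counts from 2 fragment ends over 10 kb, gave the mean fragment length, and both together gave the number of nucleosome-free fragments. The solution was tested on simulated data: 100% of 20000 simulated pileups were recovered. In a simulation of 30600 sites in 6 lists, 100% of the planted sites of one phenotype were recovered. Each planted site was called in both its own lists by design, so this checks the counting and not the effect of missed calls.

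Overlap meant at least 1 bp. The Jaccard index of 2 libraries was the number of bases called in both over the number called in either. Consensus peaks of a phenotype were peaks that overlapped a peak of the other replicate, merged. All 6 lists were merged into one set of sites, and each site was recorded as called or not in each library. A site private to a phenotype in a pairwise comparison was called in both of its libraries and in neither library of the other phenotype. Library values were compared by an exact permutation test of the between-phenotype sum of squares, which has no direction, over the 15 partitions of the libraries into 3 pairs. The smallest p this allows is 0.0667, so 0.05 could not be reached. The Jaccard difference was tested one-sided over the same 15 partitions. Pairwise private counts were set beside the same counts under the other splits of the 4 libraries (3 splits, smallest share 0.333). Adjusted values were by Benjamini-Hochberg over 6 tests.

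Genes came from a RefSeq gene table of the same assembly, with 12398 genes, of which 12327 had a position and were used. The table names chromosomes LG1 to LG16. The match to the sequence names of the lists was checked by the density of summits at gene ends, which was at least 3.71-fold over uniform for the pairing used on all 16 chromosomes and at most 1.33-fold for any other. The table gives gene starts and ends and no strand, exons or untranslated regions. A gene was therefore counted as having a peak when a peak overlapped its body or 200 bp on either side, in place of the planned 200 bp upstream. The planned shares of promoters, untranslated regions, exons and introns, the GC content of summits and the counts of short sequence cores in private sites need an annotation or a genome sequence that was not used here, and these were not run. In their place, 2 values were added after the lists were seen: the share of summits inside gene bodies, and the density of summits within 200 bp of a gene end over its expectation from the 4.05% of the placed sequence these windows cover.

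Sites named in the text followed a rule fixed before the data were examined: for each phenotype, the 3 sites called in both its libraries and in none of the other 4 with the best mean rank of −log10 q within their own lists. A list of 14 genes was fixed likewise, and 5 of them were matched by symbol in the gene table. The other 9 were not analysed here. Summits were counted in the gene body and 2 kb on either side.

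Alternatives fixed before the data were examined were a −log10 q of at least 5, equal list length (the 28026 strongest peaks of each list), placed chromosomes only, an overlap of at least 50% of the shorter interval, absence within 500 bp, merging of overlapping intervals, other definitions of a gene with a peak, ranking by fold enrichment, permutation within replicate number, and leaving out each library in turn. Intervals of proportions are 95% Wilson intervals and cover counting error over genes, not the spread between pools. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.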

Results

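To describe the accessible chromatin of the central brain in the adult phenotypes of the honey bee, nucleosome-free ATAC-seq peaks were compared between 2 queen, 2 worker and 2 drone libraries. The lists held 30538 and 28026 peaks in the queen libraries, 36529 and 39158 in the worker libraries and 38341 and 31921 in the drone libraries (replicates 1 and 2). All solved pileups were whole numbers (100% of peaks in each library). The recovered depth was 5700257 and 4796059 nucleosome-free fragments in queens, 4200802 and 4093653 in workers and 5529422 and 4139536 in drones. A summit pileup of 6 fragments was the lowest called in both worker libraries and in drone replicate 2, and 7 in the other libraries.

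**Figure D1:**
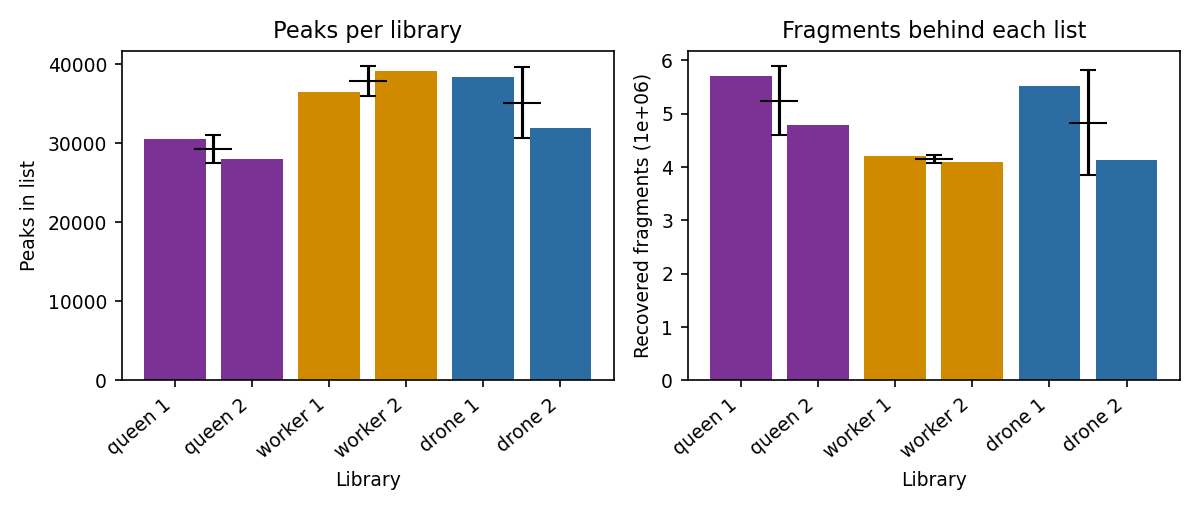
Peaks in each list (left) and recovered nucleosome-free fragments on a scale of 1e+06 (right) for the 6 libraries, with the mean and SD of each phenotype (n = 2) as black marks. Both worker libraries had more peaks than both queen libraries, from fewer fragments.

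The first question was whether the number of accessible regions differs between phenotypes. The mean was 29282 ± 1776 peaks in queens, 37844 ± 1859 in workers and 35131 ± 4540 in drones (SD, n = 2 each). Both worker libraries had more peaks than both queen libraries, as did both drone libraries. The exact permutation test over the 3 phenotypes gave p = 0.20 (adjusted p = 0.333) and could not have gone below 0.0667. Peaks covered 5.04 ± 0.345, 6.53 ± 0.381 and 6.28 ± 0.920 Mb, respectively (exact permutation p = 0.267, adjusted p = 0.333, n = 2 each). With a −log10 q of at least 5, the means were 23285, 30069 and 27918 peaks, in the same order. Equal list length moved the worker mean further, to the 28026 peaks that this setting fixes for every list.

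Replicates were compared by the bases they share. The Jaccard index was 0.577 between the queen replicates, 0.592 between the worker replicates and 0.590 between the drone replicates, a mean of 0.586 ± 0.00815 (SD, n = 3 pairs). Between phenotypes it averaged 0.523 ± 0.00941 for queen and worker, 0.489 ± 0.00886 for worker and drone and 0.473 ± 0.00978 for drone and queen (SD over 4 pairs of libraries each). The highest value between phenotypes was 0.534, below each value within a phenotype. The mean within phenotypes exceeded that between them by 0.0912, more than under any other of the 15 partitions (one-sided exact permutation p = 0.0667, the smallest possible). Leaving out drone replicate 2 moved the difference to 0.0822. Peak names in the queen and worker lists carry a run label and those of the drone lists do not. The label was not checked to be the same in every list, and its absence may be a matter of naming. The sample labels give no batch. The drone comparisons therefore cannot be told apart from a difference between runs, and such a difference also stays open between queens and workers. Overlap between replicates followed peak strength: of peaks with a −log10 q from 2 to 5, between 31.3% and 59.2% overlapped a peak of the other replicate, against between 94.7% and 99.2% of peaks with a −log10 q of 10 or more.

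**Figure D2:**
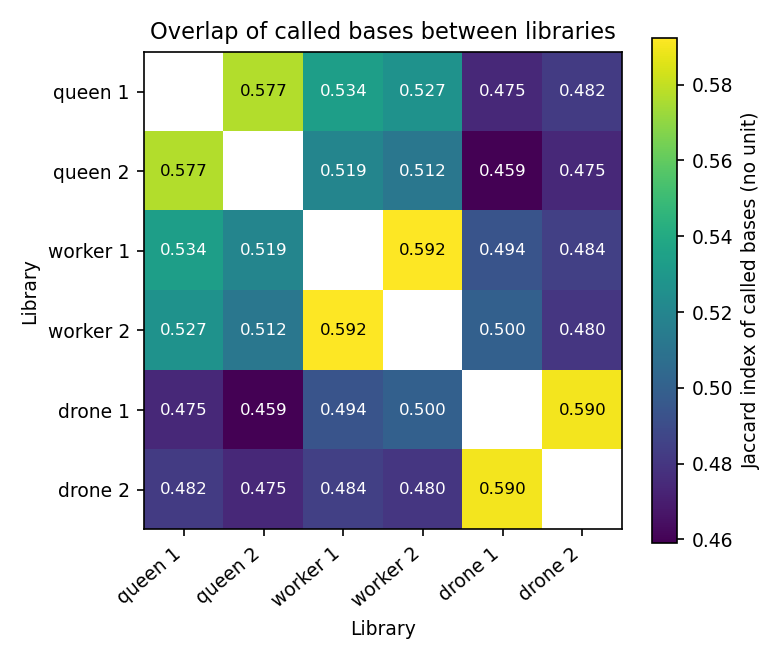
Jaccard index of called bases (colour, no unit) for each pair of the 6 libraries. The pairs of one phenotype (0.577, 0.592 and 0.590) lie above every pair of different phenotypes, of which the highest is 0.534.

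Consensus peaks, supported by both replicates, numbered 22076 in queens, 28929 in workers and 26839 in drones. Lists of equal length gave 21356, 21984 and 22279, so that drones and not workers had the most. The lists merged into 60136 sites, of which 16503 (27.4%) were called in all 6 libraries and 18076 (30.1%) in 1 library.

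Next, the relation of peaks to genes was examined. At least 1 consensus peak lay in or within 200 bp of 7287 of 12327 genes in queens (59.1%, 95% Wilson interval 58.2 to 59.98), 8059 in workers (65.4%, 64.5 to 66.2) and 7828 in drones (63.5%, 62.6 to 64.3). With the summit required inside the gene body, the shares were 49.7%, 55.8% and 54.2%. In lists of equal length they were 58.6%, 60.4% and 60.55%, closer together, with drones and not workers highest. By library, the share of genes with a peak was 64.7% ± 3.03 in queens, 70.4% ± 0.568 in workers and 68.3% ± 3.21 in drones (SD, n = 2 each). Both worker libraries (70.8% and 70.01%) lay above both queen libraries (66.8% and 62.5%). The exact permutation test over the 3 phenotypes gave p = 0.333 (adjusted p = 0.333), with the same lower limit. Gene bodies held 74.5% ± 0.0438 of summits on placed chromosomes in queens, 76.9% ± 0.396 in workers and 77.3% ± 0.545 in drones, and covered 76.6% of that sequence (exact permutation p = 0.133, adjusted p = 0.333, n = 2 each). Summits were denser within 200 bp of a gene end than expected from the sequence covered, by 4.53 ± 0.0204-fold in queens, 3.88 ± 0.250-fold in workers and 4.05 ± 0.271-fold in drones (exact permutation p = 0.133, adjusted p = 0.333, n = 2 each). At equal list length these densities were 4.68, 4.81 and 4.78-fold, so that queens, highest in the lists as deposited, were lowest.

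To determine phenotype-specific accessibility, sites were compared pairwise. Between queen and worker, 825 sites were private to queens and 4490 to workers, together 5315, against 1785 and 1777 under the other splits of the same 4 libraries. The sides of those splits held 886 and 899 sites, and 1220 and 557. Only the worker number lay above all of them, so in the lists as deposited the excess came from the worker side. Between worker and drone, 4505 were private to workers and 3114 to drones, together 7619, against 1600 and 1880. Between drone and queen, 5106 were private to drones and 2169 to queens, together 7275, against 1567 and 1301. In each comparison the split by phenotype gave the most private sites of the 3 possible, the smallest share this design allows (0.333). Without drone replicate 2, the worker and drone comparison turned to 5507 worker and 8686 drone sites. Without drone replicate 1 it did not turn, with 7464 worker and 5694 drone sites. At equal list length, which brings the sides together by construction, 1627 sites were private to queens and 1869 to workers, 2986 to workers and 2982 to drones, and 3178 to drones and 2900 to queens. The sides of the other queen and worker splits then held 842 and 870, and 830 and 714 sites, so queens and workers both lay above them. Cutting weak calls from the longer worker lists raises the queen number, so the queen side stays unsettled.

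As drones are the male phenotype, they were also compared with both female phenotypes together. In total 2415 sites were called in both drone libraries and in none of the 4 female libraries, the most of the 15 pairs of libraries. The reverse, a call in all 4 female libraries and in neither drone library, held for 1179 sites, second to the 1259 sites missing from the queen libraries alone. This order turned at equal list length, with 1191 sites missing from drones, the most of the 15 pairs, and 481 from queens. Without drone replicate 2, 7266 sites were called in the remaining drone library and no female library. Workers had 2109 sites of their own and queens 465. The highest number for a pair of libraries of different phenotypes was 853, which exceeds the queen value. At equal list length the numbers were 1931 for drones, 973 for workers and 917 for queens, against at most 417 for a pair of different phenotypes.

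**Figure D3:**
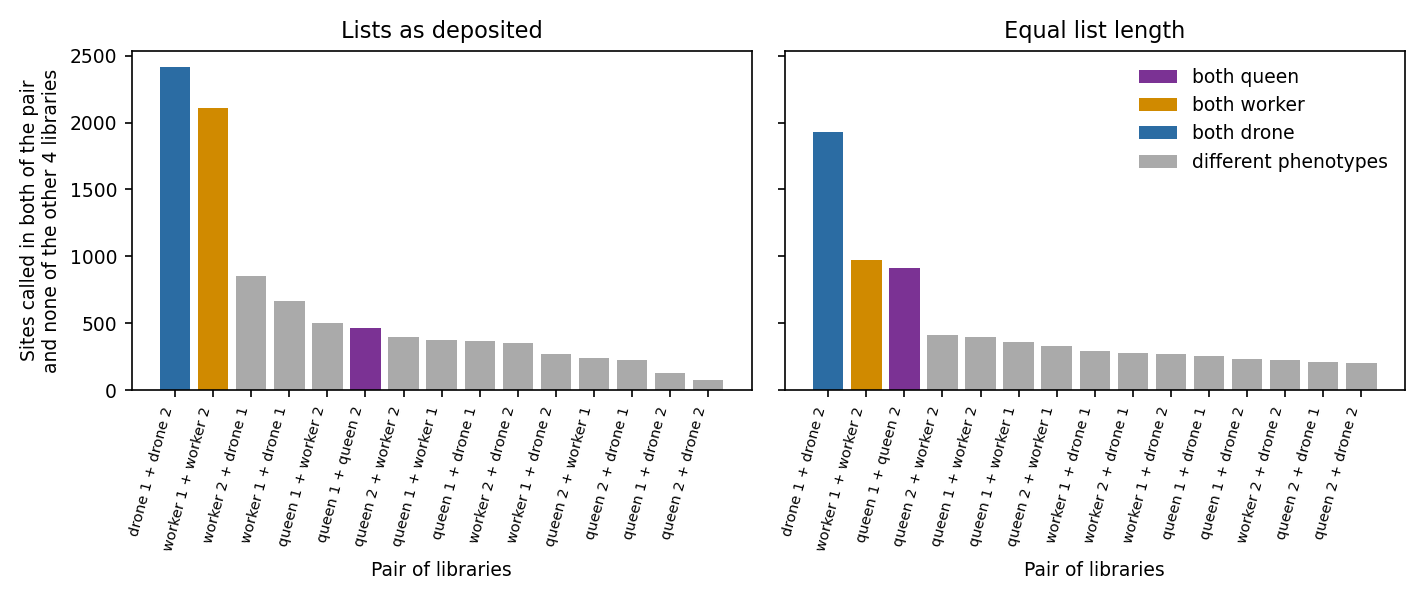
Number of sites called in both libraries of a pair and in none of the other 4, for all 15 pairs, in the lists as deposited (left) and cut to equal length (right). At equal length the 3 pairs of one phenotype (1931, 973 and 917) lie above all pairs of different phenotypes (at most 417).

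Sites of one phenotype were weaker than shared sites within their own lists. The median percentile of −log10 q averaged 28.3 ± 1.60 in queens, 27.6 ± 0.128 in workers and 29.4 ± 3.21 in drones (SD, n = 2 lists each), whereas peaks at sites called in all 6 libraries had median percentiles from 67.6 to 76.9. Sites in the top 10% of both own lists numbered 3 in queens, 13 in workers and 29 in drones.

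The 3 highest ranked queen sites lay on LG9, at 2061382 to 2061499, 2040728 to 2040895 and 2041528 to 2041660 (Amel HAv3.1), between the genes LOC100576170 and LOC413382. The first had 12.4 and 15.8-fold enrichment, with local backgrounds of 6.43 and 5.59 fragments against genome-wide backgrounds of 1.47 and 1.24, and its mean rank went from 165.5 to 1121 when ranked by fold. The highest ranked worker site was at LG8 10556109 to 10556177, inside the protein-coding gene LOC100577283, with 36.9 and 38.3-fold enrichment. Its width of 69 bp equalled the smallest in both worker lists, so fragments stacked at one position stay open for it. The second, at LG4 1191417 to 1191489, lay 5322 bp from LOC102655287 in sequence of very high local background (387 and 309 fragments) and had 2.21 and 2.24-fold enrichment. Its mean rank was 304.5 by −log10 q and 37795 by fold enrichment. The third, at LG6 14994284 to 14994369, lay inside LOC724611. The highest ranked drone sites were at LG11 13777084 to 13777262, inside the lncRNA gene LOC107965194 (83.4 and 84.3-fold), at LG12 1614269 to 1614586, 530 bp from the lncRNA gene LOC107965377 (84.5 and 87.3-fold), and at LG7 3446268 to 3446454, inside the protein-coding gene LOC410140 (77.6 and 74.8-fold). The second worker site and the drone sites on LG12 and LG7 had a call of another phenotype within 500 bp. Whether these intragenic sites are exonic or intronic was not analysed here.

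Of the transcription factor and sex determination genes listed in advance, Mad (LG15, 951021 to 1360467) held 38.5 ± 6.36 summits in queens, 65 ± 7.07 in workers and 80.5 ± 21.9 in drones (SD, n = 2 each). All 4 worker and drone libraries (60, 70, 96 and 65 summits) lay above both queen libraries (43 and 34). Usp held 19 ± 0, 21.5 ± 0.707 and 19.5 ± 2.12 summits, and both worker libraries (22 and 21) lay above both queen libraries (19 and 19) by little. Ecr held 38 ± 5.66, 46.5 ± 6.36 and 42 ± 5.66 summits, with replicates that overlapped between phenotypes. No test was made for these genes, and their summits were not counted at equal list length. Worker lists were longer than queen lists in general, by a ratio of 1.29, and both drone lists were also longer. The higher counts at Mad, Usp and Ecr therefore cannot be read apart from list length. Csd held 2 summits in each female library and 1 in each drone library. Fem held from 1 to 5 summits and its replicates differed by more than its phenotypes.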

Values the study reported

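The study gave 22,656 nucleosome-free regions for queens, 29,688 for workers and 27,536 for drones. Its pairwise analysis of read counts found 59 regions specific to queens and 851 to workers when these were contrasted. For workers and drones the numbers were 9252 and 302, and for drones and queens 300 and 4382.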

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

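Of the alternative values computed for the main results, 113 stayed within the spread or within 1.5 times the main count and 59 moved further. Some orders between phenotypes turned. Queens had the highest density of summits at gene ends in the lists as deposited and the lowest at equal list length, where drones also passed workers in consensus peaks and in genes with one. Without drone replicate 2, private sites went from more in workers to more in drones (5507 and 8686). Without drone replicate 1 workers stayed ahead (7464 and 5694). In both, 1 drone list stood against 2 worker lists that had to agree, so the turn may follow in part from the construction. The alternatives for summits inside genes and at gene ends, and those for the ranks of named sites, were chosen after the data were seen. Where a value moved, the cause was not tested unless given.

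With a −log10 q of at least 5, genes with a consensus peak were 55.7% in queens, 61.8% in workers and 60.3% in drones, summits inside genes 73.3%, 76.0% and 76.3%, and the density at gene ends 5.34, 4.60 and 4.83-fold. Fewer peaks remain under this setting by construction. At equal list length, which fixes the peak number, genes with a consensus peak were 58.6% in queens, 60.4% in workers and 60.55% in drones, summits inside genes 74.3%, 75.8% and 76.4% in queens, workers and drones, and the density at gene ends 4.68, 4.81 and 4.78-fold. Private sites were 1627 in queens and 1869 in workers when those were compared, 2986 in workers against drones and 3178 in drones against queens. Equal totals bring the sides together by construction, so this does not show what causes the imbalance in the lists as deposited.

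Summits inside the gene body were found for 49.7%, 55.8% and 54.2% of genes in queens, workers and drones, and protein-coding genes had a consensus peak in 62.7%, 68.7% and 66.9%. Queens were lowest under both. Ranked by fold enrichment, sites of one phenotype had mean median percentiles of 27.7 in queens, 29.5 in workers and 31.5 in drones. Workers lay above queens in this ranking and below them by −log10 q (27.6 and 28.3).

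Each library was left out in turn, which leaves 1 list where 2 had to agree, so counts rise by construction. Genes with a consensus peak were from 62.5% to 66.8% in queens, 70.01% to 70.8% in workers and 66.0% to 70.6% in drones. The Jaccard difference was from 0.0822 to 0.101. Private sites were from 1519 to 3663 in queens and 6407 to 11080 in workers (queen and worker), 5507 to 10271 in workers and 4480 to 8686 in drones (worker and drone), and 6715 to 12297 in drones and 2713 to 5789 in queens (drone and queen). Sites of drones alone were from 2615 to 7266 and of females alone from 1381 to 2446.

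In the replicate block permutation, p was 0.333 for peak number, 0.167 for genes with a peak and 0.333 for summits inside genes (exact, smallest possible 0.167), and the Jaccard difference was 0.0909. It changed no call, and none of these exact permutation tests could reach 0.05. Deviations of libraries with one number were nearly uncorrelated (0.00858, 0.00107 and -0.000983), so the numbers do not pair the samples.

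Of the 9 named sites, 3 had a call of another phenotype within 500 bp, the second in workers and those on LG12 and LG7 in drones. Ranked by fold enrichment, the second worker site went from a mean rank of 304.5 to 37795 and the first queen site from 165.5 to 1121, while the first worker site (53.5) and the drone sites (9.5, 7 and 15) ranked higher. Not run were the planned feature shares, summit GC content and sequence cores with their alternatives, for which the annotation and genome sequence were not used here. Depth limits the calls near the threshold, where a missing call does not show that a site is closed.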

Other observations

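All tests in this part were chosen after the patterns they bear on had been seen.

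Worker lists were longer than queen lists although the worker libraries held fewer fragments. Their ratio of mean recovered fragments was 0.790, which argues against greater depth. A lower pileup sufficing for a call in a library of lower background was weighed by asking for the same 12 fragments in every list. The ratio of worker to queen peaks was then 1.16, against 1.29 in the lists as deposited. Both worker lists (27294 and 29003 peaks) stayed longer than both queen lists (25804 and 22520). The drone lists did not both do so, as replicate 1 held 32040 peaks and replicate 2 held 23388, fewer than queen replicate 1. The worker and queen means differed by 3986 peaks, more than the SD of queens (2322) or workers (1208). That rule was chosen with the values known, rests on 2 libraries each and is not a test. Within these limits, the order of the lists argues against the lower pileup as the whole source of the difference between workers and queens. The fall of the ratio leaves a part of the difference open to it. With the pileup scaled to library depth, tried first, the ratio was 1.48, but that scaling still asked fewer fragments of the worker lists. A higher signal over background in the worker libraries, whether from library preparation or from the tissue, stays open and was not tested, as does a difference between castes.

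A group of 11 sites was called in both drone libraries and in no female library at over 30-fold enrichment in both, against 1 such site in the worker pair and 0 in the other 13 pairs. The drone lists passed this cut at more sites in general (96 and 95, against from 51 to 69 in the female lists). This held also at sites called in all 6 libraries (77 and 72, against from 50 to 66). The fold of the 11 sites ranged from 37.3 to 87.3 and 10 lay inside genes, on 7 chromosomes in all for the 11. For 2 of them a list of another phenotype had a call within 500 bp. They were picked by their fold over the local background, so a high fold and rank within the lists follow from the choice. Their local background was a median of 2.47 times the genome-wide value, against medians of 1.47 and 1.46 over all peaks of the lists. This goes with raised coverage of the surrounding 10 kb, but that window holds the site's own fragments. Raised coverage of the whole window would also lift the local background. The summit pileups, from 138 to 610 fragments, stood 37.3 to 87.3-fold over that background. As the 11 sites were picked by this same fold, it cannot decide on raised coverage of the window, which stays open. Fragments stacked at one position would give narrow intervals. The median percentile of width among peaks of like pileup was 35, near the 36 of equally strong shared peaks, but 3 of the sites had intervals of 72 to 74 bp, and this stays open. No drone list (0) carried a run label like that of the female lists. This may be a matter of naming, but sex and a separate sequencing run cannot be told apart here. A strain difference between the pools was not tested, though the study states that all bees came from a single mother queen.

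Sites of one phenotype less than 10 kb apart were joined into runs. The longest run was of 20 queen sites on one unplaced scaffold, between 3777 and 33630, with 28 and 22 peaks in queens and 0 in the other 4 lists. The longest runs in workers and drones held 5 sites each. The local background on that scaffold averaged 1.71 times the genome-wide value, near the medians of 1.52 and 1.53 over all peaks of the queen lists (percentiles 60.6 and 58.6), so it gave no sign of raised coverage of the whole scaffold there. Coverage of the scaffold in the other lists is unknown, as they had no peak on this stretch. The next queen run, of 6 sites on LG9 between 2055595 and 2063921, was little longer than those of the other phenotypes, with 9 and 9 peaks in the queen lists, 1 in each worker list and 0 in the drone lists. Its local background averaged 4.31 times the genome-wide value (percentiles 96.9 and 96.5). The third, of 5 sites on another scaffold, had 6.71 times and also 6 peaks in each drone list. The windows hold the fragments of the runs' own peaks, so raised coverage of the LG9 segment cannot be told apart from locally open chromatin. A sequence difference between the pooled bees, all from a single mother queen by the study's account, was not tested. Queen lists held more peaks on unplaced scaffolds in general (793 and 705, against from 512 to 571), and without that scaffold the ratio of queens to the other lists was still 1.36, which argues against a single scaffold as the source.

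Missed calls near the threshold would also create sites of one phenotype and also sites of pairs of libraries of different phenotypes. The number depends on list length, from 853 for worker replicate 2 with drone replicate 1 to 81 for queen replicate 2 with drone replicate 2, so lists of equal length were compared as well. Their median percentiles (28.3 in queens, 27.6 in workers and 29.4 in drones), examined first, were low and go with such calls. The number of sites was then set against those pairs. At equal list length the drone pair had 4.63 times, the worker pair 2.33 times and the queen pair 2.199 times the highest number of any of the 12 pairs of different phenotypes. In the lists as deposited the ratios were 2.83, 2.47 and 0.545. Drones and workers were above every such pair in both, which argues against such calls as the whole source, with a difference between runs left open. For queens it cannot be told apart, since their short lists lower the number in the lists as deposited and the removal of weak calls from the longer lists raises it at equal length.

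Private sites differed in number from the pairwise values quoted from the study, which came from read counts and not from the overlap of lists. Between queen and worker, 825 queen and 4490 worker sites were found here. Both are higher than the values quoted from the study above. Between worker and drone there were 4505 worker and 3114 drone sites. The first is lower and the second higher than quoted. Between drone and queen there were 5106 drone and 2169 queen sites. The first is higher and the second lower than quoted, and the side with more sites is the opposite one. The size of this contrast depends on list length. At equal list length, which brings the sides together by construction, there were 3178 drone and 2900 queen sites, so drones stayed ahead by less. The other comparisons then gave 2986 worker and 2982 drone sites, and 1627 queen and 1869 worker sites.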
